A study of Homo sapiens with 12 samples.

How the data were processed

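The assay was ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, so that sites with many fragments mark accessible DNA. Per the labels' protocols, HT1080 cells, an established human fibrosarcoma line, were embedded in rat tail type I collagen at 0.3, 1 or 1.7 mg/mL at 100000 cells/mL in 800 µL per dish. Each of the 3 concentrations had 4 libraries, 12 in all. Every group received GM6001, a broad inhibitor of matrix metalloproteinases, at 20 µM, and the series' design text gives a migration time of 48 h. The labels' protocols also state that gels were digested with collagenase, that cells were frozen and thawed, and that up to 25000 cells per library went through the Omni-ATAC protocol with a transposition volume of 25 µL. They record 11 PCR cycles and paired-end reads of 150 bp. No step after sequencing is described in the labels: the aligner, read filters, peak caller, genome build, treatment of duplicates and use of a control are not stated.

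The processed data analysed here were 1 peak list for the whole series, with 10 columns and no header. Each line held an interval, a name, a score, an enrichment, a p-value, a q-value and a summit position. No column named a library or a collagen concentration. The tests planned between concentrations (peaks per library or group, and differential accessibility) were therefore not run, and the list was described as a pooled list. Per-library values, totals and replicate spread were not analysed here, so the sequencing depth per library is unknown in what follows. The list held content other than the design had assumed for those tests, and the planned fits with and without a replicate block, without single replicates and with another count model had no input.

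The deposited enrichment at each summit was taken as a ratio (fold over the background the peak caller used), as the layout of the columns gives it. The deposited p-value and q-value columns were on the −log10 scale, and the lowest −log10 q was 1.30, a q-value of 0.0500. The score in the deposited list equalled the −log10 q multiplied by 10 and truncated in 99.8% of lines. These enrichments, scores and −log10 values are the authors'. They were used to describe, rank, filter and compare peaks within the list and, as set out below, to recover the pileup and background. A higher pooled depth raises all −log10 p values, so these depend on how many libraries were pooled.

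From the enrichment and the −log10 p of each line, the fragment pileup at the summit and the local background were solved jointly. The pileup is the number of overlapping fragments, and the model took the enrichment as (pileup + 1)/(background + 1) and p as the upper tail of a Poisson distribution with the background as its mean. No label states this model; it was tested on the values. It returned a whole-number pileup, within 0.05, in 99.96% of the 188019 lines. The 80 lines without a whole pileup had pileups of at least 1130. A lowest background of 20.3 fragments recurred, within a tolerance of 0.2%, in 53.03% of lines, and no line had a lower one. It is called the genome-wide background below. A background above it is called raised. On simulated values the recovery returned the pileup in 100% of 5000 cases and the background in 100% of 5000 cases. The simulation started from a lower background than 20.3 and did not reach the highest pileups of the list.

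Sequence names in the list carried contig names of the GRCh38 assembly, including alternate haplotypes, unlocalised and unplaced sequences. The NCBI RefSeq gene table for GRCh38.p14 was used with them for gene names and neighbourhoods. Because no label states the build, the match was checked by shifting the table by 5, 20 or 100 kb in either direction. On 24 of 24 chromosomes the share of intervals near a gene end was highest with no shift. The gene table used gives no strand, so transcription start sites could not be separated from transcription ends. Both ends of each gene stood in for the planned start sites, and a summit within 1000 bp of either end counted as near a gene. Exon and intron boundaries and genome sequence were not used here. The planned motif test at summits was not run for want of sequence. Random placement outside assembly gaps and the density without gaps were not run either. Random placements could therefore fall in gaps, which may lower the random shares. Chromosome length was taken as the last position in either table.

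Lines sharing a start and an end were treated as summits of 1 interval. Analyses by position used autosomes, X and Y. The share of summits near gene ends was compared with 1000 random placements of the summits on their own chromosome, in a one-sided test whose smallest p is 0.001. Median enrichments were compared by a two-sided permutation test with 100000 resamples, whose smallest p is 1e-05. Density was correlated across the 22 autosomes with Pearson's r and Spearman's rho, each with 100000 permutations, and again without the 2 chromosomes farthest from the median gene density. Each of 5 fixed gene lists was compared with 10000 random lists of protein-coding genes of the same size, two-sided, with Benjamini-Hochberg adjustment over the 5 lists. The smallest p of that test is 0.0002. Summits per 1-Mb bin were compared with 1000 random placements. Binomial 95% confidence intervals are Wilson intervals. They cover counting error alone, since fragments without molecular identifiers are not independent molecules and neighbouring summits are not independent sites. Peaks are not biological replicates, so each test describes this list.

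The rule for named genes was set beforehand. It allowed every gene of the 5 lists, the genes nearest the 10 summits with the highest enrichment, and the genes in the 10 densest 1-Mb bins. Genes named for their values outside that rule, and genes named because an end shared a summit with a listed gene or because they are a copy of one, are marked as chosen after the values were seen. The major histocompatibility region of chromosome 6 was taken as the protein-coding genes from HLA-F to HLA-DPB1, which bound it in the gene table. All genes of the 5 lists were matched in the table by symbol.

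Alternatives covered a −log10 q of at least 5 or 10, the strongest summit of each interval, windows of 500 and 2500 bp, protein-coding or all genes, overlap of the interval in place of the summit, and the −log10 q in place of enrichment. They also covered bins of 500 kb, merged intervals and random lists matched on the number of listed transcripts in 5 strata. After the data were seen, a limit of 10 kb on interval length, the pileup in place of enrichment, and summits anywhere in a gene were added. On simulated data, comparisons of unchanged medians gave p under 0.05 in 3.5% of 200 cases and changed medians in 97% of 100 cases. Random lists did so in 3.5% of 200 cases and lists with a planted excess in 100% of 50 cases. In the simulated comparisons of medians, values were independent and groups were smaller than in the list. The rates for medians therefore do not cover summits crowded in the same interval. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9.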

Results

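The study asked whether migration through denser, more confining collagen alters chromatin accessibility in HT1080 fibrosarcoma cells. Accessibility was measured by ATAC-seq after 48 h in collagen at a low (0.3 mg/mL), medium (1 mg/mL) or high (1.7 mg/mL) concentration, with 4 libraries per concentration. Matrix metalloproteinases were inhibited in all 3 groups with 20 µM GM6001. The deposited peak list analysed here was pooled over the series and carried no value per library or per group. Peak numbers, peak overlap and differential accessibility between the 3 concentrations were therefore not analysed here, and none of the values below is a comparison between concentrations. The values have no replicates and their depth per library is unknown. They describe where, and how strongly, accessible sites were called across the pooled libraries.

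The list held 188019 summits in 91278 intervals. A single summit was present in 77120 intervals (84.5%), and the other 14158 intervals held 110899 summits. The median interval was 526 bp long (95% confidence interval 523 to 528), with quartiles of 366 and 776 bp, a minimum of 252 bp and a maximum of 3249741 bp. Together the intervals covered 108.9 Mb. Counting each interval in place of each summit lowered the peak number from 188019 to 91278, which was the largest change among the alternatives. The authors' enrichment at the summits had a median of 4.27 and quartiles of 2.63 and 6.57, with a range of 1.04 to 34.6. Their −log10 q had a median of 31.7 and ranged from 1.30 to 17158. The fragment pileup recovered from the enrichment and p had a median of 101 and quartiles of 62 and 185, and the lowest pileup at any summit was 35. The local background equalled the genome-wide value of 20.3 fragments at 99704 summits (53.03%).

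A small number of long intervals held a large part of the list. Intervals over 10 kb numbered 792, or 0.868% of all intervals, and held 75450 summits (40.1%) and 44.5% of the covered length. The 47 intervals over 100 kb held 45559 summits (24.2%), and the 8 intervals over 1 Mb held 30339 (16.1%). The longest lay on chromosome 11 from 51092107 to 54341847 (GRCh38) and held 5594 summits with a median enrichment of 5.11 and a median pileup of 108. It was followed by an interval on chromosome 7 from 58172656 to 60826991 with 4058 summits, and by another on chromosome 5 from 47307471 to 49591737, also with 4058. Of the intervals over 100 kb, 45 lay on assembled chromosomes, and none of these overlapped a gene of the gene table. Centromere and repeat annotation was not used here, so the kind of sequence in these intervals was not determined. Median enrichment was 5.02 in intervals over 100 kb and 3.90 in intervals of at most 10 kb, while the median pileup was 107 in both. The background was at the genome-wide value for 81.5% of summits in intervals over 100 kb and for 35.3% of those in intervals of at most 10 kb.

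**Figure D1:**
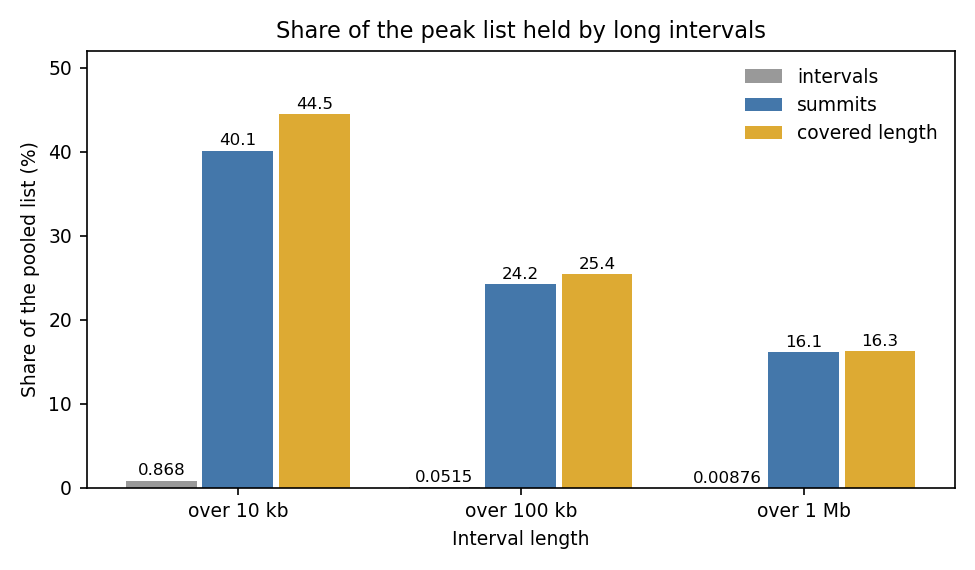
Share of the pooled list, in percent, held by intervals over 10 kb, 100 kb and 1 Mb. Grey bars give the share of intervals, blue bars the share of summits and yellow bars the share of covered length; intervals over 10 kb were 0.868% of intervals and held 40.1% of summits.

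Autosomes carried 176682 summits, or 94.0% of the list (95% confidence interval 93.9 to 94.1). Chromosome X carried 2124 summits (1.13%, 1.08 to 1.18) and chromosome Y 1988 (1.06%, 1.01 to 1.10). The remaining 7225 summits (3.84%, 3.76 to 3.93) lay outside the assembled chromosomes. Of these, 3231 were on alternate haplotype sequences, 2253 on unlocalised sequences, 1723 on unplaced sequences and 18 on the mitochondrial sequence. The median pileup was 99 on autosomes, 136 on X and 471.5 on Y, where 71.3% of summits lay in intervals over 10 kb. On the mitochondrial sequence the pileups ranged from 77388 to 93963, against a highest value of 29027 elsewhere.

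Whether accessible sites lay near genes was tested next. Of 180794 summits on autosomes, X and Y, 22271 (12.3%, 95% confidence interval 12.2 to 12.5) lay within 1000 bp of a gene end. Random placements gave 6.61% ± 0.0572 (SD over 1000 placements), so the share was 1.86 times that of these placements (one-sided permutation p = 0.001, the smallest p possible). Each summit was placed on its own, so this SD and p do not cover the crowding of summits in long intervals. Assembly gaps were not excluded from the placements, so the ratios given here may be too high. The ratio was 3.17 when the strongest summit of each interval was used, with 18316 of 88352 intervals (20.7%) near a gene end. It was 3.09 for summits of intervals of at most 10 kb, a limit chosen after the data were seen. The direction changed under a single alternative. When any overlap of the interval counted for all its summits, 14.4% of summits lay near a gene end against 36.4% in random placements, a ratio of 0.396 (one-sided permutation p = 1). With the same overlap rule and intervals of at most 10 kb, the share was 23.2% against 9.14% at random, a ratio of 2.54. Shifting the gene table lowered the share of intervals near a gene end from 20.7% to at most 9.49%.

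**Figure D2:**
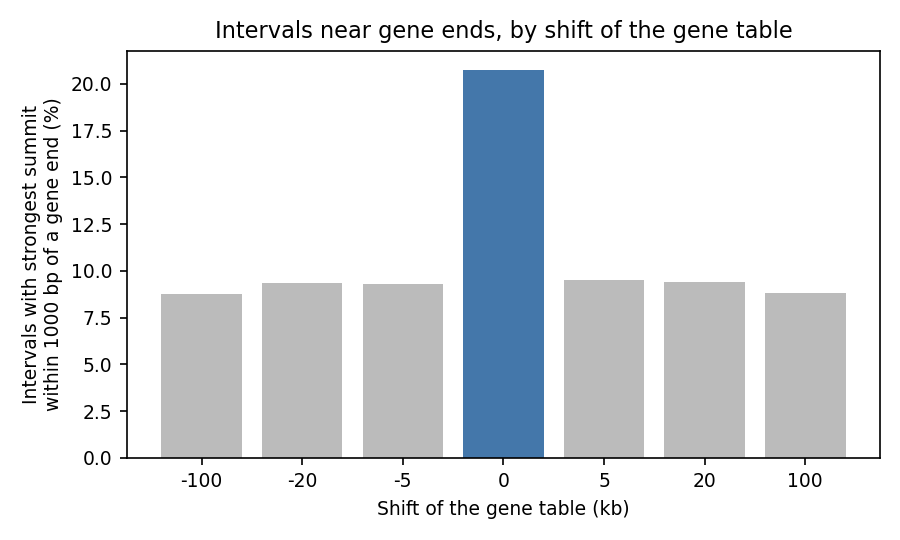
Share of intervals, in percent, whose strongest summit lay within 1000 bp of a gene end, by the shift of the gene table in kb. The blue bar is the table with no shift (20.7%) and the grey bars are shifted tables, of which the highest gave 9.49%.

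Summits near gene ends were stronger than other summits. Their median enrichment was 6.86, against 4.13 for the 158523 summits elsewhere, a difference of 2.73 (two-sided permutation test, p = 1e-05, the smallest p possible). The difference shrank most with the window of 2500 bp, to 0.956 (permutation p = 1e-05). In −log10 q the medians were 147.9 near gene ends and 28.6 elsewhere (permutation p = 1e-05). In pileup, a measure chosen after the data were seen, the medians were 319 and 95 fragments (permutation p = 1e-05), a ratio of 3.36 compared with 1.66 for enrichment.

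The number of summits followed gene density across chromosomes. Autosomal densities ranged from 38.9 summits per Mb on chromosome 4 to 142.9 on chromosome 19. Over the 22 autosomes, summits per Mb correlated with protein-coding genes per Mb with a Pearson's r of 0.747 (permutation p = 0.00026) and a Spearman's rho of 0.579 (permutation p = 0.0055). This was the only relation planned across chromosomes; adjusted with its 5 alternatives by Benjamini-Hochberg, p for r was 0.00026. Without chromosomes 19 and 17, which lay farthest from the median gene density, r was 0.494 (permutation p = 0.027) and rho was 0.472 (permutation p = 0.038), so the relation was weaker but still past the threshold of 0.05. Over all 22 autosomes the largest change came from counting each interval once, which raised r to 0.877 (permutation p = 1e-05). Without chromosomes 19 and 17, r was 0.731 (permutation p = 0.00016) with each interval counted once and 0.746 (permutation p = 0.00019) at a −log10 q of at least 10. Intervals per Mb ranged from 20.4 on chromosome 13 to 57.5 on chromosome 19. Chromosome X had 10.4 intervals per Mb and chromosome Y 4.84, both below every autosome.

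**Figure D3:**
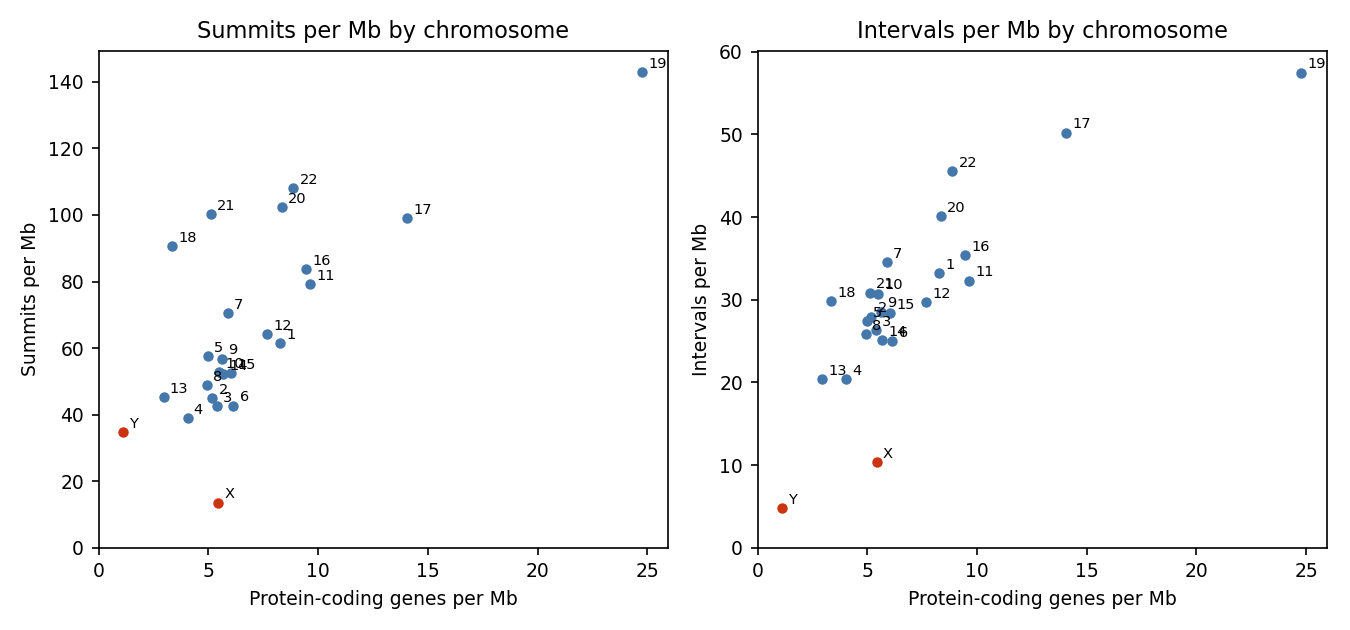
Summits per Mb (left) and intervals per Mb (right) against protein-coding genes per Mb, with a point for each chromosome (autosomes in blue, X and Y in red). Chromosome 19 had 142.9 summits and 57.5 intervals per Mb, and chromosome X lay below every autosome with 13.6 summits and 10.4 intervals per Mb.

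Summits were concentrated in few regions. The 31 densest of 3101 bins of 1 Mb held 25.1% of summits, whereas random placements gave 2.60% on average and at most 2.65% (permutation p = 0.001, the smallest p possible). Assembly gaps were not excluded from these placements either. The placements also did not keep the summits of an interval together. A large excess was therefore to be foreseen, as the 8 intervals over 1 Mb alone held 16.1% of summits. The median bin held 28 summits and 176 bins held 0. Each of the 10 densest bins held between 1622 and 1767 summits and none overlapped a gene. These bins lay on chromosomes 1, 5, 11, 12, 16 and 19, and those with most summits spanned 123000001 to 124000000 on chromosome 1 and 25000001 to 26000000 on chromosome 19, with 1767 summits each. The share of the densest bins fell most when each interval was counted once, to 3.95% against 2.26% at random (permutation p = 0.001). For intervals of at most 10 kb, a limit chosen after the data were seen, it was 5.77%.

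The 10 summits with the highest enrichment lay on chromosomes 17 and 10. The strongest, at 25920220 on chromosome 17, had an enrichment of 34.6, a −log10 q of 2176 and a pileup of 1935. It lay in an interval of 25412 bp, and the nearest gene, the uncharacterised locus LOC100422478, was more than 1 Mb away. The summit next in rank was at 22521401 on chromosome 17, in an interval of 1515 bp, with an enrichment of 32.1 and a pileup of 13779. The nearest gene was MTCYBP13, a pseudogene named after a mitochondrial gene, at 692 bp. The other 8 summits had enrichments of 25.8 to 31.4, lay in intervals of 11595 to 55163 bp and were more than 1 Mb from the nearest genes, which were LOC100422478, WEE1P2, KSR1P1 and CHEK2P5. Among intervals of at most 10 kb within 1000 bp of a protein-coding gene end, a set chosen after the values were seen, the highest enrichment was 21.3, at the uncharacterised locus LOC124905045 on chromosome 21. The summit nearest TCF19 followed, with an enrichment of 21.2 and a pileup of 1454. The TCF19 interval spanned 31158139 to 31158771 on chromosome 6, in the major histocompatibility region.

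Lists of genes fixed beforehand were examined for accessible ends. Across all 20037 protein-coding genes, 13157 (65.7%) had a summit within 1000 bp of an end. Among the 21 genes of the heterochromatin list, 19 did (90.5%, percentile 99.4 among random lists, permutation p = 0.021, adjusted p = 0.052). Of 14 nuclear envelope genes, 13 did (92.9%, permutation p = 0.043, adjusted p = 0.064). So did 13 of 14 genes of the mechanosensitive list (92.9%, permutation p = 0.051, adjusted p = 0.064). In the matrix and invasion list 17 of 20 genes did (85%, permutation p = 0.1, adjusted p = 0.1). None of these 4 lists passed the adjusted threshold of 0.05. A contrast list of genes specific to other lineages had 5 of 20 (25%, percentile 0.015, permutation p = 0.0008, adjusted p = 0.004), below the 65% median of random lists. Limiting summits to a −log10 q of at least 10 lowered the adjusted p to 0.01 for the heterochromatin list and to 0.024 for both the nuclear envelope and mechanosensitive lists. Counting summits anywhere in a gene, a setting chosen after the data were seen, moved it most, to 0.23 for each of the 4 lists.

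**Figure D4:**
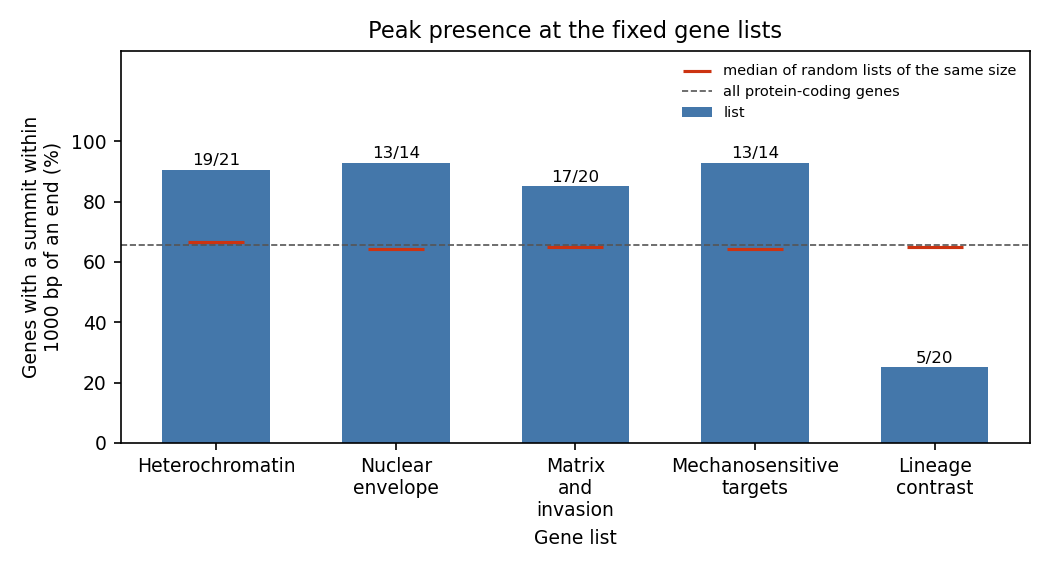
Share of genes, in percent, with a summit within 1000 bp of either end for the 5 fixed lists (bars, with genes counted above), the median of random lists of the same size (red lines) and all protein-coding genes (dashed line, 65.7%). The contrast list of other lineages had 25% and the other 4 lists had 85% to 92.9%.

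The median of the highest enrichment per gene was 11.7 for all protein-coding genes with a summit. It was below that value in the nuclear envelope (11.4), mechanosensitive (9.61), matrix and invasion (7.32) and contrast (5.89) lists. The median of the highest pileup, a measure chosen after the data were seen, was 745 for all protein-coding genes with a summit. It was above 745 in the nuclear envelope (1005) and mechanosensitive (1040) lists and below it in the matrix and invasion (363) and contrast (424) lists. Within the heterochromatin list both medians were above those of all protein-coding genes, at 14.3 for enrichment and 1493 for pileup. SETDB2 had the highest enrichment of this list, 18.1, with a pileup of 3199 in the interval 49443754 to 49444703 on chromosome 13. The ends of CAB39L and SETDB2-PHF11, named after the values were seen, lay within 1000 bp of the same summit. KDM4B followed with 17.7 and a pileup of 5448, in the interval 4968532 to 4969231 on chromosome 19. SUZ12 had an enrichment of 17.4 and EZH2 of 15.6. No summit lay near an end of SUV39H1 or EHMT2. SUV39H1 had 2 summits elsewhere in the gene, with an enrichment of up to 12.7, and EHMT2 had 0. EHMT2 and DDR1 lie in the major histocompatibility region of chromosome 6, a chromosome for which the list held 13 alternate sequences.

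In the nuclear envelope list the median of the highest enrichment was 11.4. EMD had an enrichment of 15.3 and a pileup of 5511, in the interval 154378377 to 154379474 on chromosome X, and LMNB1 had 12.98 and 2705, in the interval 126776530 to 126777463 on chromosome 5. At the ends of LMNA the highest enrichment was 8.36, in the interval 156082105 to 156083161 on chromosome 1, where an end of MEX3A, named after the values were seen, lay within 1000 bp of the same summit; the highest in the whole gene was 14.5. SYNE1 had 3.24 at its ends and 15.7 in the whole gene. SYNE2 had no summit near its ends and 10 within the gene or its window, with an enrichment of up to 12.9.

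The matrix and invasion list had the lowest median of the 4 lists with a high share of accessible ends, 7.32. This median covers gene ends alone. TIMP1 had an enrichment of 13.2 and ITGB1 of 12.3, with pileups of 958 and 2138. Among the metalloproteinase genes, MMP10 had 9.47, MMP14 had 8.37, MMP1 had 7.69, MMP3 had 5.16 and MMP9 had 2.65. MMP2 and MMP13 had no summit near an end; MMP2 had 1 summit within the gene or its window and MMP13 had 0 summits. DDR1 had no summit near an end.

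For the mechanosensitive list the median was 9.61. TEAD1 had the highest enrichment, 15.1, in the interval 12673913 to 12674758 on chromosome 11, followed by ANKRD1 with 14.6, in the interval 90921023 to 90921692 on chromosome 10. CCN1 had 8.70 and CCN2 9.61. VIM had an enrichment of 6.64 with a pileup of 2703 over a local background of 406.2 fragments. WWTR1 had no summit near an end and 18 within the gene or its window, with an enrichment of up to 11.0. In the contrast list, the genes with a summit were CD3E (enrichment 14.5), APOA1 (10.6), SFTPC (5.89), HBA1 (5.03) and GH1 (4.75); an end of BMP1 lay within 1000 bp of the SFTPC summit and an end of APOA1-AS within 1000 bp of the APOA1 summit, both named after the values were seen. The 15 contrast genes without one included ALB, INS, HBB, NEUROD1 and KRT1, and 4 of the 15 had a summit elsewhere in the gene.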

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

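All tests in this part were chosen after the result was seen, except the comparison of pileup inside and outside the major histocompatibility region. The main signals below lie on sequences outside the autosomes, X and Y, which the comparisons by position did not use; related summits on the autosomes are given with them. The pooled list has no control library to compare them with. The design names no group for them in the pooled list, and no biological explanation was tested.

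The highest pileup on the mitochondrial sequence was 93963 fragments. The list held 1 mitochondrial interval of 16396 bp with 18 summits and a median local background of 59036 fragments, 2905 times the genome-wide background. If mitochondrial reads had been removed before peak calling and the signal stemmed from nuclear copies, pileups within the nuclear range would remain. The lowest pileup at a mitochondrial summit was 77388, above the highest value of 29027 on any other sequence, which is consistent with mitochondrial reads having been kept in peak calling. Their abundance in each library was not analysed here. Whether such reads were also placed at nuclear copies was tested at 474 pseudogenes named after mitochondrial protein genes. Their 59 summits had a median pileup of 130, against 94 for 4105 summits at other pseudogenes, a ratio of 1.38 (two-sided permutation p = 0.06). Among the 100 summits with the highest pileup on autosomes, X and Y, 7 lay at pseudogenes of mitochondrial genes, which had 59 summits. Another 7 lay at other pseudogenes, which had 4105. Very high pileups were thus more frequent at pseudogenes of mitochondrial genes, although the medians did not differ past the threshold. A median need not move when only a few summits are very high, and the excess among the highest pileups was not tested. Misplaced mitochondrial reads and open chromatin at these pseudogenes cannot be told apart, because either could give high pileups and the list gives no mapping quality. This limit covers the summit nearest MTCYBP13, which had a pileup of 13779.

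Alternate haplotype sequences carried 3231 summits in 2140 intervals, of which 808 summits (25.0%) lay on 13 alternate sequences of chromosome 6. Reads from a region with alternate copies may be divided between the copies or discarded as ambiguous, which would lower the pileup on the primary chromosome. Of 128 protein-coding genes in the major histocompatibility region, 64 (50%) had a summit near an end, against 65.3% of other genes on chromosome 6. For genes with a summit, the median of the highest pileup was 365 inside the region and 724 outside it, a ratio of 0.504 (two-sided permutation p = 0.00082). The values are consistent with reads shared between copies. The test does not exclude that genes of this region are less accessible in HT1080 cells, since the genes inside and outside differ in kind. Both genes of the fixed lists in this region, EHMT2 and DDR1, lacked a summit near an end. Whether shared reads or closed chromatin accounts for this was not tested.

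Unplaced and unlocalised sequences carried 3976 summits on 106 sequences. The 10 sequences with most summits held 53.5% of them. A signal confined to a few sequences and a signal that follows sequence length cannot be told apart, because these sequences were picked for their number of summits and the lengths were not used here. The highest pileup outside the mitochondrial sequence, 29027, was on an unlocalised sequence of chromosome 22 (KI270733v1) from 121435 to 124637. Pileups of up to 26147 occurred on the unplaced sequence GL000220v1, and of 26143 and 25755 on chromosome 21 within the ribosomal RNA genes RNA45SN1 and RNA45SN2, named here after their values were seen. Which repeats these sequences hold was not tested.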

How the results depend on the processing

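The alternatives were set before the data were examined, apart from the limit of 10 kb on interval length, the pileup in place of enrichment, and summits anywhere in a gene, which were chosen after seeing the data. Of the alternative values, 56 kept the direction and side of the threshold of the reported value or stayed within the allowed range, 9 passed a threshold that the reported value did not, 4 moved, 1 reversed and 0 became weaker.

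The reversed value was the share of summits near gene ends when any overlap of the interval counted: 14.4% of summits, against 36.4% in random placements. Under this rule a long interval that overlaps the window of a gene end counts with all its summits. The 45 intervals over 100 kb on chromosomes overlapped no gene where they lay. Gene overlap of the other intervals over 10 kb was not counted. Without intervals over 10 kb the same rule gave 23.2% against 9.14%, so the long intervals account for the reversal. The share exceeded that of random placements in each of the 8 other alternatives, from 1.27 times with the window of 2500 bp to 3.17 times with the strongest summit of each interval.

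The number of peaks moved from 188019 to 91278 with lines of the same start and end counted once, to 91278 with overlapping intervals merged, and to 112569 in intervals of at most 10 kb. The median width moved from 526 to 575 bp at a −log10 q of at least 10.

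In the permutation tests of the gene lists, 4 lists passed the adjusted threshold of 0.05 at a −log10 q of at least 5. They were the heterochromatin (90.5%, adjusted permutation p = 0.018), nuclear envelope (92.9%, adjusted p = 0.033), matrix and invasion (85%, adjusted p = 0.049) and mechanosensitive (92.9%, adjusted p = 0.033) lists. At a −log10 q of at least 10, the heterochromatin (90.5%, adjusted permutation p = 0.01), nuclear envelope and mechanosensitive lists (92.9%, adjusted p = 0.024 for each) passed it. The heterochromatin list also passed it with the strongest summit of each interval (90.5%, adjusted permutation p = 0.036) and with intervals of at most 10 kb (90.5%, adjusted p = 0.048). The lists that passed kept their reported shares in these settings, while fewer of all protein-coding genes had a summit. With random lists matched on listed transcripts the adjusted p was 0.074 for each of these 4 lists, and with summits anywhere in a gene it was 0.23. Over all alternatives it ranged from 0.01 to 0.23 for the heterochromatin list. The contrast list stayed below random lists in every alternative run, with adjusted p from 0.001 to 0.044.

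The correlation of density kept its direction and side of the threshold in its 5 alternatives (r from 0.761 to 0.877), as did the difference in strength in its 8 and the share of the densest bins in its 5. That share fell from 25.1% to 3.95% when each interval was counted once.

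No paired analysis was possible because the pooled list carries no library or replicate number. For the same reason, leaving out replicates, other count models and overlap between groups were not run. The motif alternatives, random placement outside assembly gaps and the density without gaps were not run either, since neither sequence nor gaps were used here. Pooling hides how many libraries support a peak, which limits each count above.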

Other observations

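The tests on intervals over 100 kb, on chromosome X and on the contrast list were chosen after the result was seen; those on gene families and on the raised background were chosen before, but the limit of 10 kb and the use of pileup were chosen after the data were seen. The design gives no groups within the pooled list, so no biological explanation by group was tested.

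The 45559 summits in intervals over 100 kb formed an unusual pattern. Of those on chromosomes, 95.9% lay in the widest stretch without genes of their chromosome, compared with 16.2% of all other chromosomal summits. These stretches look like modelled centromere sequence, which was not tested because centromere annotation was not used here. The 24.2% of summits in these intervals, and the 25.1% in the densest bins, may therefore not reflect separate accessible sites. A higher copy number or broad accessibility, read by fragments of the length found elsewhere, would raise the local background together with the pileup. Yet the background stayed at the genome-wide value for 81.5% of these summits. Summits within 5 kb of them had a median summed pileup of 1841. In intervals of at most 10 kb, 4003 summits had a similar sum, with a median background of 111.1, and 1.22% of them were at the genome-wide background. This comparison argues against those explanations as the whole cause. In 6 of the intervals, with 3705 summits, most summits had a raised background, and the median pileup of these intervals ranged from 153 to 819. The largest, on chromosome 6 from 58555613 to 59829779, held 2321 summits, of which 11.5% were at the genome-wide background. There, a higher copy number, broad accessibility and other causes cannot be told apart, because the intervals were picked for their raised background. A candidate explanation is that read pairs in repeats were joined into long apparent fragments, which would add to the pileup over their whole length but little to a background counted at a fixed length. The median ratio of pileup to background was 5.22 in these intervals and 4.03 in intervals of at most 10 kb. This hypothesis and other effects of the peak caller on repeats cannot be told apart, because the list gives no fragment lengths.

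Chromosome X had fewer intervals than its gene density would give. On the line fitted to the 22 autosomes it would have had 28.7 intervals per Mb, and its 10.4 lay at a distance of -18.3 intervals per Mb, or -4.07 SD of the autosomal residuals, with 0 autosomes as far below. Gene density therefore did not account for it. If X were present in fewer copies than the autosomes, pileup at open gene ends would be lower there. The median of the highest pileup was 460 for 411 X genes and 755 for 12733 autosomal genes with a summit, a ratio of 0.609 (two-sided permutation p = 2e-05). X ranked lowest of 23 chromosomes, and the autosomal medians ranged from 628 to 847. This is consistent with a lower copy number of X, which was not measured here. Weaker accessibility of X genes would lower the same ratio and stays open. Over all intervals, however, the median pileup of the strongest summit was higher on X, at 156, than on any autosome (90.5 to 142).

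Gene families differed in the share of genes with a summit near an end. Among 392 olfactory receptor genes, 33 had a summit (8.42%), far below the 65.6% median of random lists (permutation p = 0.0002, the smallest p possible, adjusted p = 0.0004 over 2 families). Of 517 genes named ZNF, 366 did (70.8%, percentile 99.4, permutation p = 0.013, adjusted p = 0.013). Both shares were the same, 8.42% and 70.8%, for intervals of at most 10 kb. Genes of each family have close copies, and reads lost at such copies may contribute to the low share of olfactory receptor genes, which was not tested.

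Enrichment may understate strength near gene ends. In intervals of at most 10 kb, 85.4% of summits near gene ends had a raised local background, against 59.8% elsewhere. The ratio of medians near gene ends to elsewhere was 1.92 for enrichment and 3.40 for pileup in the same intervals. A background raised by strong peaks themselves or by their neighbours would give this pattern.

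Of the 5 contrast genes with a summit near an end, APOA1 and SFTPC (40%) had another gene end within 1000 bp of that summit, and HBA1, CD3E and GH1 did not. Among all protein-coding genes with a summit, 43.6% had another gene end that close. Whether these summits belong to the listed genes or to their neighbours cannot be told apart, because 5 genes are too few. Reads shared between HBA1 and its near-identical copy HBA2, named after the values were seen, were not separated.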
